A study of Streptomyces coelicolor A3(2) with 51 samples. Its data were reported in "RIViT-seq enables systematic identification of regulons of transcriptional machineries" (2022).

How the data were processed

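In vitro transcription reactions were carried out in the study with genomic DNA of *Streptomyces coelicolor* A3(2), the RNA polymerase core enzyme of *Escherichia coli* and, in all but the No sigma factor reactions, a purified sigma factor. The DNA had been digested with restriction enzymes. The 51 libraries of the 5′-end sequencing arm were analysed here, 3 for each of 17 groups. Those groups were No sigma factor and 16 forms of 13 sigma factor proteins, named by locus tag. SCO3068 is SigI, SCO4035 is SigF, SCO4769 is ShbA, SCO5216 is SigR, SCO5243 is SigH, SCO5820 is HrdB and SCO6520 is SigK. The suffix dN marks a form that lacks the N-terminal extension and dC a form that lacks the C-terminal extension. Groups and replicate numbers (2, 3 and 4) were taken from the labels. The RNA-sequencing arm of the study was not analysed here.

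Each library came with a pair of tables, one per strand, that the authors made by counting the 5′-ends of forward reads at every position. The deposited values are whole-number read counts per position. For these counts the authors trimmed the reads, aligned them with HISAT2 to the chromosome and the ERCC spike-in sequences, and counted with SAMtools. The ERCC transcripts are synthetic RNAs of known sequence that had been added to each reaction. No molecular identifiers were described, so reads that stem from one molecule cannot be told apart, and the intervals and floors given here cover counting error only.

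The study's spike-in factor was rebuilt from the counts. ERCC transcripts with at least 10 reads at the first base in every library were used, which were ERCC-00002, ERCC-00074 and ERCC-00130. Each count was divided by the largest count of that transcript among the libraries, and the mean of the 3 ratios was the factor of a library. It ranged from 0.00717 to 1. Normalised read counts are counts divided by this factor.

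TSS windows were defined from the counts of all libraries. Positions with a read in at least 3 libraries were ranked by their counts, each divided by its library's chromosomal total and summed. A window was centred on a local peak position and reached 5 nt to each side, and peaks on a strand were at least 11 nt apart. Windows with at least 4 reads in at least 3 libraries were tested, whichever group those libraries belonged to. This gave 12322 windows, which held 12.8% of all chromosomal 5′-ends. A window is named by its strand (F, forward, or R, reverse) and its peak position on the chromosome as the deposited counts give it. The subclustering of 5′-ends described by the study was not rebuilt.

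Positions are on the chromosome sequence AL645882.2, as the deposited counts name it, and gene positions came from the RefSeq annotation of the same chromosome. They were checked against the called TSSs: 23.8% of 3825 TSSs lay outside every annotated gene, against 9.78% to 13.3% when the positions were shifted by 2000 to 20000 nt. The annotation used gives no strand and no genome sequence was used, so "upstream of a gene" means here that the nearest annotated gene edge ahead of the TSS, in the direction of transcription, lay within 300 nt. Part of these edges may be gene ends. Promoter elements and restriction cut sites were not analysed here. For the rRNA operons the direction was taken from the order of the 16S, 23S and 5S genes. The 6 copies of the 16S gene are nearly identical, so the split of reads among them is uncertain and sums over the copies are given.

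The main test was edgeR's quasi-likelihood F-test (version 4.0.16, R 4.3.3, two-sided) on the counts per window. All 51 libraries were fitted together with a mean per group, and the spike-in factor served as the library size. Adjusted p-values are Benjamini-Hochberg values over the windows of a contrast. A TSS was called higher than without sigma factor at adjusted p < 0.01 and at least 4-fold. Truncated and full-length forms were contrasted in the same fit and called at adjusted p < 0.01 in either direction. Beside these calls, TSSs that met the study's own rule on normalised counts were counted. That rule asks for a normalised count of at least 4 in each library of a form, above each No sigma factor library, and for the second-lowest library to be at least 4 times each No sigma factor library.

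Fold values depend on the number of control reads. Where the No sigma factor libraries held no read in a window, the fold is a lower bound against a floor of 3 reads over the group. With 1 to 3 control reads the ratio of rates is given with its exact (Clopper-Pearson) 95% counting interval. With more reads the fitted log2 fold change is given with an approximate standard error (SE). This SE is the size of the log2 fold divided by the square root of the test's F statistic. It rests on the fit of all 51 libraries, not on the spread of 3 libraries alone. Unless another scale is named, folds, ratios and lower bounds at TSSs are on the spike-in factor and would differ on the other scales. Normalised reads are means with SD over 3 libraries.

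The output of a reaction was taken as chromosomal 5′-ends divided by the spike-in factor, compared on the log2 scale by an exact permutation test, two-sided, for which the smallest p with 3 libraries against 3 is 0.1. Gene lists had been written before the data were examined. They held known SigR targets (22 genes), targets of the SigB-like stress sigma factors (14), genes with vegetative promoters or known templates of the principal sigma factors (14), and genes that the text of the study names for ShbA, for SigR, for SigH, SigI, SigF and SigK, and as shared. The last 4 lists were chosen by the study in part on these samples. The list of SigB-like targets also holds genes that the study assigns in part from them. A member counted as called when a called TSS lay up to 300 nt ahead of its edge or 20 nt inside it, and members were compared with all other genes that had a tested TSS there by Fisher's exact test, two-sided, adjusted over 112 tests. The overlap of calls between forms was set beside the value for independent lists and beside simulated groups with no change against the same No sigma factor libraries. These had no calls, so they give no value for sharing through common controls.

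The TSSs named in the text were fixed by a rule before the data were examined. It takes, for each form, the 4 TSSs with the highest fold among those called that also met the study's rule and had a gene edge within 300 nt ahead (8 for the 4 forms with the most calls). It also takes list members with a called TSS, the 5 TSSs called with the most forms, the 4 with the largest change in each direction for each truncated form, the 4 windows with the highest counts without sigma factor, and each sigma factor's own gene. Positions within the 16S rRNA genes were chosen after their values were seen.

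The test was tested on simulated counts for the contrast of SigR with No sigma factor, with 200 of 12322 windows changed. It recovered 2 of 50 windows changed 4-fold, 3 of 50 changed 8-fold, 16 of 50 changed 16-fold and 32 of 50 changed 32-fold, with 0 false calls. The simulated SigR libraries had the means of the No sigma factor libraries in all other windows. In the real contrast the median log2 fold over all windows was 1.74 on the spike-in factor. Recovery and false calls under such a general shift were therefore not simulated. Without a shift, calls in this contrast cover mostly large changes, and recovery in the other contrasts was not simulated.

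Alternatives chosen before the data were examined were TMM factors, the sum of all ERCC reads as the scale, DESeq2 (version 1.42.0), other count filters and window widths, a fit of the 6 libraries compared, a replicate block, an adjusted p limit of 0.05 with no fold limit, the study's rule, and leaving out each library in turn. DESeq2 took its own size factors from the window counts and not the spike-in factor. It therefore changes the scale as well as the test, and the 2 effects were not separated. Added after seeing the data were the calls shared by the 3 scalings, the gene lists under other scalings and counts without the gene of the sigma factor added. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were also used.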

Results

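RIViT-seq transcribes digested genomic DNA in a test tube with RNA polymerase and one sigma factor, the subunit that selects promoters, and then reads the 5′-ends of the transcripts. The series held 51 libraries in 17 groups of 3, the No sigma factor group and 16 forms of 13 sigma factors. Depth ranged from 5933 to 410051 chromosomal 5′-ends per library. It was lowest for full-length HrdB, with a mean of 11185 5′-ends, and for ShbA and SCO0864. The ERCC spike-ins gave 249 to 16511 5′-ends per library. Without sigma factor 75.6% ± 3.41 (SD, n = 3) of the spike-in 5′-ends lay at the first base of the transcript. That share was lower in each library with a sigma factor than in any library without one, except for SCO7099_dC, and it fell to 14.9% ± 0.954 with SCO0864, 19.9% ± 0.709 with SigK and 20.4% ± 0.690 with SCO6239. The spike-in factor of the study rests on first-base reads.

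**Figure D1:**
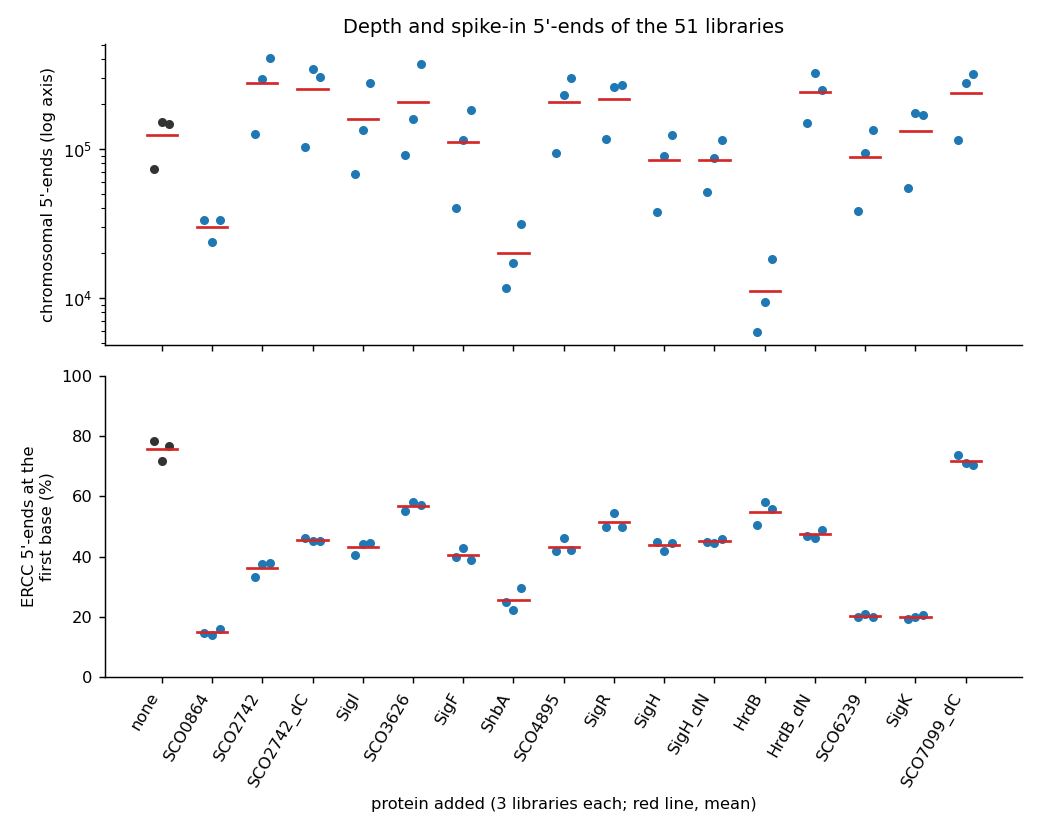
Chromosomal 5′-ends per library (upper panel, log axis) and the percentage of ERCC spike-in 5′-ends at the first base (lower panel) for the 17 groups, with 1 point per library and a red line at the mean. HrdB had the shallowest libraries, and the first-base share ranged from a mean of 14.9% with SCO0864 to 75.6% without sigma factor.

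The first comparison asked where each sigma factor raised transcription over the core enzyme alone. Calls were most frequent with SigK (1632 TSSs), SigR (1131), SigH (874) and truncated SigH (854). SigI had 762, SCO6239 742, SCO4895 683, SCO2742 575, SigF 481, truncated HrdB 441 and truncated SCO2742 388. The counts for SCO0864 (130), SCO3626 (76) and ShbA (21) were lower. Full-length HrdB and SCO7099_dC had 0 calls with edgeR, against 473 and 1003 windows higher at an unadjusted p under 0.05, while DESeq2 called 0 and 1. Lower TSSs were called only with truncated HrdB (2), SCO6239 (1) and SigK (1). These counts moved when 1 library was left out, to as few as 674 with SigK, 370 with SigR and 165 with SCO6239. With SCO0864 every removal lowered the count, to between 52 and 71, so such a fall need not point to a particular library. The counts also follow the scale. With TMM factors, which aim to set the bulk of the 5′-ends equal among libraries, 167 TSSs were called with truncated HrdB, 126 with SigR, 86 with SigH, 80 with truncated SCO2742, 66 with SigI, 19 with SigF, 16 each with truncated SigH and SCO2742, 15 with SCO4895, 4 with SCO3626 and 1 with SigK. Without a higher call under TMM were SCO0864 (26 lower), full-length HrdB (21 lower), SCO6239 (16 lower), ShbA (15 lower) and SCO7099_dC (0 lower), and SigK had 4 lower. TSSs called under the spike-in factor, total ERCC reads and TMM alike numbered 157 with truncated HrdB, 126 with SigR, 86 with SigH, 80 with truncated SCO2742 and 66 with SigI. Of the 86 with SigH only 17 lay outside *sigH*, the gene of the protein added. The median log2 fold over all windows with SigK was 2.18 under the spike-in factor and 0.00 under TMM. Over the forms the median under TMM ranged from -1.92 with full-length HrdB to 1.03 with truncated SCO2742. TMM therefore did not set the tested windows equal for every form, and its counts are not free of such shifts.

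**Figure D2:**
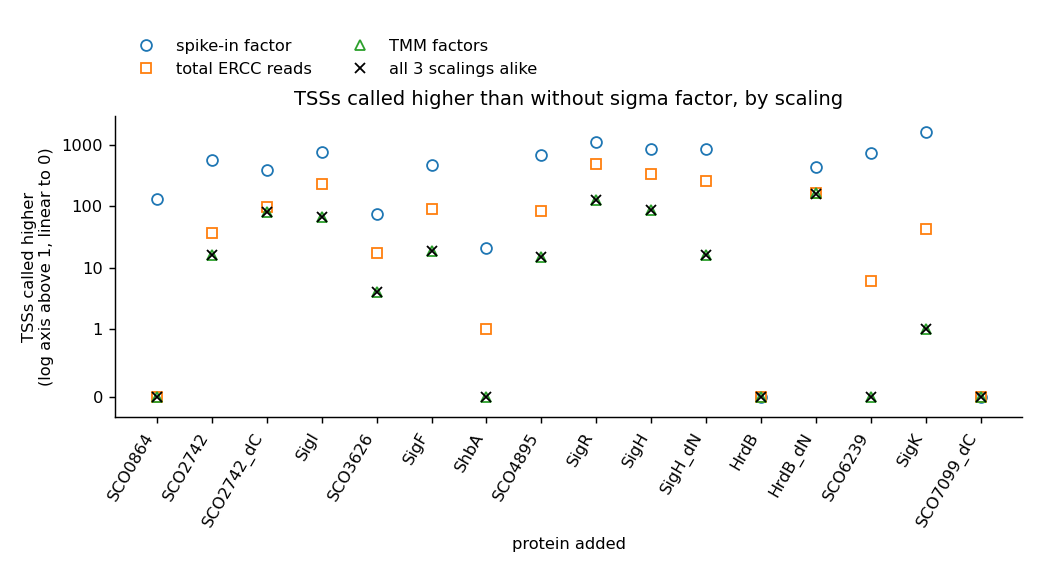
Number of TSSs called higher with each protein than without sigma factor, with the spike-in factor (circles), total ERCC reads (squares) and TMM factors (triangles) as the scale, and those called with all 3 (crosses), on an axis that is logarithmic above 1. SigK fell from 1632 to 1, while truncated HrdB and SigR kept 157 and 126.

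SigR directs the response to thiol-oxidative stress. Its TSS with the highest fold among those named by the rule was F5626388, 35 nt ahead of *moeZ* (SCO5178), with 114 reads and 157 ± 68.2 normalised reads (SD, n = 3). No read was found there without sigma factor, which makes it at least 60.6-fold higher. F5829924 lay 96 nt ahead of *rpmE* (SCO5359), a ribosomal protein gene, with 60 reads against 0, at least 31.9-fold higher. R5114098 ahead of SCO4684 (at least 46.2-fold), R5610121 ahead of SCO5163 (at least 41.4-fold), F5380892 ahead of SCO4947 (at least 39.8-fold), F681884 ahead of SCO0641 (at least 29.7-fold), R6370597 (at least 27.6-fold) and R5267683 ahead of SCO4835 (at least 24.4-fold) likewise had no control read. The call of these 8 TSSs held under the 3 scalings and without any 1 of the 6 libraries.

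Among the 22 known SigR targets, 14 had a tested TSS and 6 a called one with SigR (42.9%, against 17.1% of other genes, Fisher's exact p = 0.0218, adjusted p = 0.163). The number was 9 when adjusted over the list alone, where truncated SCO2742 also rose from 0 to 3 and the other forms did not change. Besides *moeZ* and *rpmE* the 6 called members were *trxB* (SCO3890, thioredoxin reductase), SCO1421, which encodes the RNA polymerase-binding protein RbpA, *mshA* (SCO4204) of mycothiol synthesis, and *hflX* (SCO5796). F4280418, 165 nt ahead of *trxB*, rose by a log2 fold of 3.12 ± 0.71 (SE, n = 3, adjusted p = 0.000367). F1517331, 53 nt ahead of SCO1421, had 38 reads against 1, a ratio of 60.6 (counting interval 10.2 to 2454). F6334504 lay 2 nt inside the edge of *hflX* with 19 reads against 0, at least 10.1-fold. At R4614655 ahead of *mshA* there were 9 reads against 0, and its call ended without any 1 of 5 libraries. Without No sigma factor replicate 3 the call of F1517331 ended (adjusted p = 0.0102), and without replicate 4 that of F6334504 (adjusted p = 0.0133). With TMM factors 2 members were called and with total ERCC reads 5. Of the genes that the study names for SigR, a list it chose in part on these samples, 4 of 6 were called (adjusted p = 0.127, all 6 when adjusted over the list alone, 2 under TMM), with F7069217, 291 nt ahead of SCO6405, at 55 reads against 2 (ratio 43.8, counting interval 11.6 to 371). F4280418 was also called with SigI, SigH and truncated SigH, each time only under the spike-in factor.

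SigH, SigI and SigF belong to the SigB-like sigma factors of stress and sporulation. F1346693, at the edge of *sigJ* (SCO1276), a sigma factor gene, had 46 reads with SigH, 51 with truncated SigH, 55 with SigI and 12 with SigF, and none without sigma factor. It was at least 89.8-fold higher with SigH, 94.5-fold with truncated SigH, 40.5-fold with SigI and 13.2-fold with SigF, the last a call that ended under TMM. F6486834, 127 nt ahead of SCO5918, was at least 64.8-fold higher with truncated SigH, 49.3-fold with SigI and 49.7-fold with SigF. F5647621, 126 nt ahead of *wblC* (SCO5190), a gene for a WhiB-like activator, rose by a log2 fold of 5.03 ± 0.69 with SigI, 5.50 ± 0.72 with truncated SigH, 4.49 ± 0.79 with SigH and 4.09 ± 0.76 with SigF (SE, n = 3). It was also called with SCO2742 (3.60 ± 0.73), SigR (3.49 ± 0.74) and SigK (3.33 ± 0.97). The calls with SCO2742 and SigR ended without No sigma factor replicate 4, and that with SigK without any 1 of 3 libraries. TMM kept the call of F5647621 with SigI alone. With truncated SigH, R4598549 stood 61 nt ahead of SCO4189 with 55 reads against 0, at least 102-fold higher, and R4515338 ahead of SCO4114 with 31 against 1 (ratio 172, counting interval 28.7 to 7022). With SigF, F5618016 stood 13 nt ahead of SCO5171 with 40 reads against 0, at least 44.1-fold higher. All 8 TSSs that the rule takes for SigH itself lay at or in *sigH*, the gene of the protein added, and are described with that gene.

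Of the 14 targets on the list of SigB-like stress sigma factors, 6 had a tested TSS, of which 4 were called with SigH (p = 0.00159, adjusted p = 0.0595), 4 with truncated SigH (p = 0.0022, adjusted p = 0.0617), 3 with SigI (p = 0.0157, adjusted p = 0.139) and 2 with SigF (p = 0.0464, adjusted p = 0.306), by Fisher's exact test. SigR had 3 called as well (Fisher's exact p = 0.0674, adjusted p = 0.411), and SigK, also SigB-like, had 1 (exact p = 1), as did SCO2742 (exact p = 0.414). Counts adjusted over the list alone did not differ. Without *sigH* itself the values were 3 of 5 with SigH (Fisher's exact p = 0.0101) and 4 of 5 with truncated SigH (exact p = 0.00081). Under TMM 2 members were called with SigH, 1 with truncated SigH and 2 with SigI. Besides *sigJ* and *wblC* the members were *bldG* (SCO3549), which encodes an anti-anti-sigma factor, and *ectA* (SCO1864) of ectoine synthesis. The study also names *sigJ*, *wblC* and *bldG* for these sigma factors, in part on these samples. The test of this list is therefore not wholly independent of them. R3924590, 2 nt inside the edge of *bldG*, had 17 reads against 1 with SigI (ratio 37.5, counting interval 5.88 to 1568), but the call ended under TMM and total ERCC reads and without No sigma factor replicate 3 (adjusted p = 0.0133) or 4 (adjusted p = 0.0263). It was also called with SigR (25 reads, ratio 39.8, counting interval 6.52 to 1636) and, on 7 reads each, with both SigH forms, calls that ended without any 1 of 2 libraries with SigR and of 4 with each SigH form. F1998186, 282 nt ahead of *ectA*, had 5 reads against 0 with truncated SigH, and its call ended without any 1 of 4 libraries, as did its call with SigR (15 reads). The genes the study names for SigH, SigI, SigF and SigK gave 4 of 4 called with SigH (Fisher's exact adjusted p = 0.0142, and 3 of 3 without *sigH*, exact p = 0.00119), 3 of 4 with SigI (adjusted p = 0.0819) and with truncated SigH (adjusted p = 0.106), 2 of 4 with SigF (adjusted p = 0.161) and with SigR (adjusted p = 0.71), and 1 of 4 with SigK and with SCO2742. Under TMM 2 remained with SigH, 2 with SigI, 1 with truncated SigH and 0 with the others. Adjusted over that list alone, the counts of these forms were the same, while truncated SCO2742 and SCO3626 rose from 0 to 1 each, and the study chose it in part on these samples.

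**Figure D3:**
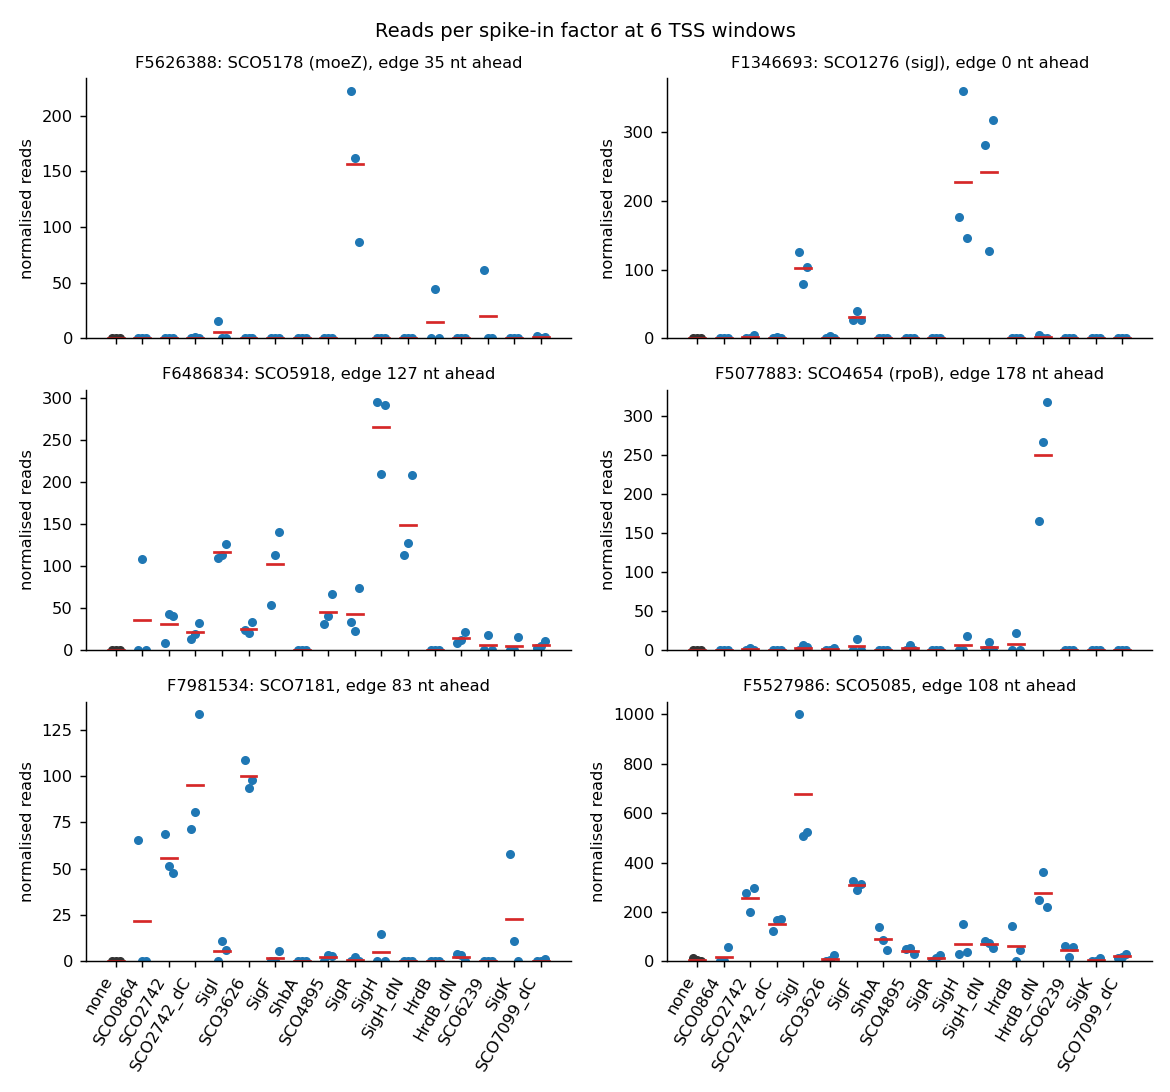
Normalised reads (counts divided by the spike-in factor) at 6 TSS windows in the 17 groups, with 1 point per library and a red line at the mean. F5626388 ahead of *moeZ* stood at 157 with SigR, F1346693 at *sigJ* was seen with SigI, SigF and both SigH forms, F5077883 ahead of *rpoB* stood at 250 with truncated HrdB, and the other panels show TSSs raised with several proteins.

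HrdB is the principal sigma factor of *S. coelicolor*. With the truncated form, F5077883, 178 nt ahead of *rpoB* (SCO4654), the gene for the beta subunit of RNA polymerase, had 311 reads against 0 and was at least 107-fold higher. R5912258, 124 nt ahead of SCO5438, had 346 reads against 1 (ratio 359, counting interval 63.9 to 14206). F4636722, 22 nt ahead of SCO4232, was at least 38.7-fold and R4871942, 1 nt ahead of SCO4449, at least 31.8-fold higher. Of the list of genes with vegetative promoters or known templates, 10 had a tested TSS and 3 were called with truncated HrdB (30.0% against 5.58% of other genes, exact p = 0.0161, adjusted p = 0.139, and 5 when adjusted over the list alone), of which *rpoB* and SCO5085 (*actII*-ORF4, the activator of actinorhodin synthesis) held under the 3 scalings. The third was SCO3471, the agarase gene *dagA*, with 15 reads against 0 at R3832909, a call that ended under TMM and total ERCC reads and without any 1 of the 6 libraries. With SCO4895 4 of the 10 were called (exact p = 0.0147, adjusted p = 0.139) and with SigK 4, none of them under TMM. SigI had 3 (exact p = 0.0697, adjusted p = 0.411), SigF 2 and SCO2742 in both forms 1 each, and each of these 4 kept 1 under TMM. SigR, SigH and SCO6239 had 2 and truncated SigH 1, with 0 under TMM. Adjusted over the list alone, SCO2742 rose to 4, truncated SCO2742 and SigR to 3 and truncated SigH to 2. Apart from truncated HrdB, the other forms kept their counts.

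TSSs ahead of SCO5085 were called with several proteins. F5527986, 108 nt ahead of it, rose by a log2 fold of 7.09 ± 0.57 with SigI (319 reads against 5, adjusted p = 5.75e-31), 5.98 ± 0.58 with SigF, 5.84 ± 0.57 with truncated HrdB, 5.73 ± 0.57 with SCO2742 and 5.00 ± 0.58 with truncated SCO2742 (SE, n = 3). A second TSS, F5527959, stood 135 nt ahead, with ratios of 79.4 with SigF (counting interval 20.8 to 675), 72.8 with SigI (19.4 to 614), 71.0 with truncated HrdB (19.3 to 592), 68.5 with SCO2742 (18.5 to 574) and 53.6 with truncated SCO2742 (14.5 to 448), each against 2 control reads. These 10 calls held under the 3 scalings. F5527986 was also called with SigH (3.93 ± 0.73), truncated SigH (3.83 ± 0.73) and SCO4895 (3.16 ± 0.66), and F5527959 with SCO6239 (ratio 40.1, counting interval 8.01 to 388), truncated SigH (38.9, 8.94 to 353) and SigH (17.6, 3.14 to 178), none of them under TMM. The call of F5527959 with SigH ended without any 1 of 5 libraries, and those of F5527986 with SigH and SCO4895 and of F5527959 with SCO6239 without 1 library each.

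At 16S rRNA genes, truncated HrdB gave 14380 5′-ends at position 1229 of the sense strand summed over the 6 copies, 1895 ± 411 per 100,000 chromosomal 5′-ends (SD, n = 3) and 63.4% of all its sense 16S 5′-ends. The No sigma factor libraries had 1 such read. SigR gave 69.2 ± 27.2 per 100,000 at sense position 658, against 2.67 ± 1.97 without sigma factor, and truncated SCO2742, truncated HrdB and SCO4895 gave 30.6 ± 4.88, 23.8 ± 6.26 and 20.0 ± 1.32. On the antisense strand, SigF gave 215 ± 55.4 at position 756, truncated SigH 74.3 ± 29.9, SigH 37.7 ± 14.6 and SigI 9.51 ± 1.89, against 0.889 ± 0.770 without sigma factor and 0.585 ± 0.592 with SigK.

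**Figure D4:**
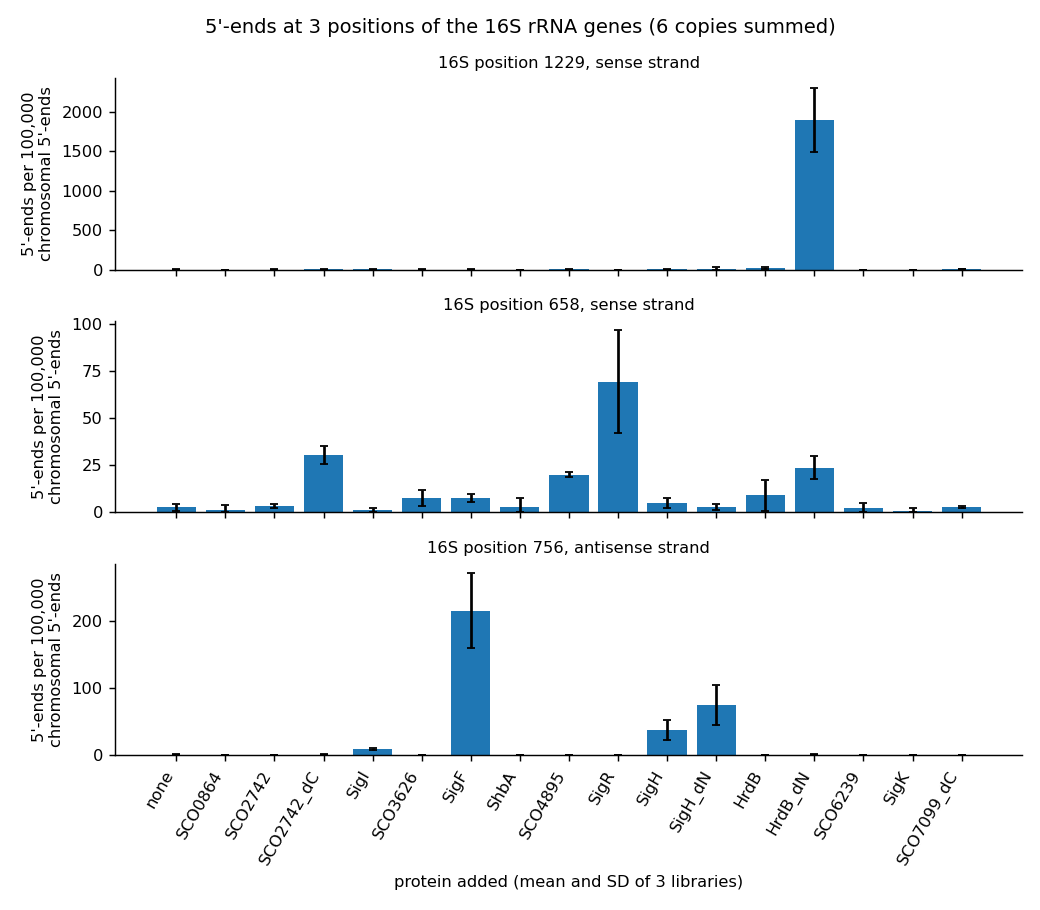
5′-ends per 100,000 chromosomal 5′-ends at 3 positions of the 16S rRNA genes, summed over the 6 copies, as means with SD of 3 libraries. Position 1229 stood at 1895 with truncated HrdB, position 658 was highest with SigR (69.2), and antisense position 756 was highest with SigF (215).

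Among the less studied sigma factors, SCO2742 raised F7981534, 83 nt ahead of SCO7181, with 46 reads against 0 (at least 21.2-fold), and the truncated form and SCO3626 raised it at least 39.8-fold and 40.1-fold. SCO2742 also raised F3610557 ahead of SCO3261 (at least 21.2-fold) and F4421127, 9 nt ahead of SCO4024 (at least 21.7-fold). Truncated SCO2742 raised R8004213, 97 nt ahead of SCO7200, with 173 reads against 1 (ratio 178, counting interval 31.6 to 7082), F3789158, 90 nt ahead of *rpsR* (SCO3425), which encodes a ribosomal protein (at least 21.3-fold), and R4355912 ahead of SCO3955 (at least 17.9-fold). R8004213 was raised with SCO4895 too (ratio 162, counting interval 28.3 to 6457), as was F6486834 ahead of SCO5918 (at least 20.7-fold). SCO3626 raised F4726340, 44 nt ahead of SCO4315 (at least 10.9-fold), a call that ended under TMM and without SCO3626 replicate 4 (adjusted p = 0.0107) or No sigma factor replicate 3 (adjusted p just above 0.01) or 4 (adjusted p = 0.0329). The other TSSs of this paragraph held under the 3 scalings and without any 1 of the libraries.

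With SigK, the highest folds stood at F236534, 260 nt ahead of SCO0247 (26 reads against 0, at least 61.1-fold), F7675608, 26 nt ahead of SCO6910 (at least 47.0-fold), F4240804 ahead of SCO3856 (at least 44.7-fold) and R4105802 ahead of SCO3731 (at least 40-fold). Of these the TMM factors kept F236534 alone. Folds and bounds with SigK, SCO6239 and SCO0864 are on the spike-in factor and do not carry over to other scales. With total ERCC reads the output of these forms fell from 8.18-fold, 7.17-fold and 7.21-fold to 2.26-fold, 2.06-fold and 1.61-fold. Their bounds would be lower there. With SCO6239, F236534 had 11 reads against 0 (at least 36.8-fold), and R3439888, 203 nt ahead of *galT* (SCO3138) of galactose use, had 9 against 0 (at least 30.1-fold), both lost under TMM. With SCO0864, R3536090 ahead of SCO3223 rested on 6 reads (at least 58.5-fold) and R3226722 within *ssrA*, the tmRNA gene, on 11 against 2 (ratio 161, counting interval 35.1 to 1495). R5105880 had 6 reads against 1 (ratio 176, counting interval 21.3 to 8078), a call that ended without SCO0864 replicate 2 (adjusted p = 0.0181), and R3212364 had 3 against 0, a call that ended without any 1 of the 6 libraries. With ShbA, R2348616, 215 nt ahead of SCO2182, rested on 8 reads against 4 (log2 fold 5.83 ± 1.03), and F5116247 on 6 against 4 (5.22 ± 1.06). Its F5108764 ahead of SCO4678 (log2 fold 3.91 ± 0.73) and R5117025 (3.41 ± 0.71) turned lower with DESeq2 on its own size factors (-0.21 and -0.73), and R5117025 also under TMM (-0.43). Leaving out a single library ended the call of R5117025 in 4 of 6 cases, of R2348616 in 2 and of F5108764 and F5116247 in 1 each. The calls named here for SCO0864 and ShbA ended under both other scalings. On the list for ShbA, which the study chose in part on these samples, 1 of the 2 genes, *hrdB*, had a tested TSS and it was not called. The ShbA libraries were shallow, with a mean of 20095 chromosomal 5′-ends, so a missing call does not decide whether ShbA uses a promoter.

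The study asked which sigma factors share start sites. Of the 12322 windows, 3825 were called with at least 1 form, 1935 with exactly 1 and 1 with 14. SigH and truncated SigH shared 422 TSSs, against 60.6 for independent lists, SigI and truncated SigH 400 (52.8), SigI and SigH 336 (54.0), SigI and SigF 264 (29.7), SCO4895 and SigR 435 (62.7), and SCO6239 and SigK 453 (98.3). Every pair of forms with calls exceeded its value for independent lists, so an excess is not particular to related proteins. SCO3626 and SCO4895 shared 67 (4.21), and truncated SCO2742 and truncated HrdB 180 (13.9). Simulated groups with no change had 0 calls, so they do not show how many calls the common controls alone would make 2 forms share. Among the calls kept under the 3 scalings, truncated SCO2742 shared 42 with SigR (0.818 for independent lists) and 40 with truncated HrdB (1.02), and SigH shared 13 of the 16 of truncated SigH. SigI shared 13 with truncated SigH, 12 with SigH and 11 with SigF, and SCO4895 shared 12 of its 15 with SigR. SCO6239 kept 0 calls and SigK 1, so their overlap cannot be read on this scale. Each form was compared with the same 3 control libraries, and forms were not set against different ones, so part of the excess may come from the shared controls. F236534 was called with 13 forms, as were F5116247, R5105488 and R5109094, and F5106556 in SCO4675 with 14. All but F236534 lie between 5100000 and 5122999, a stretch with raised 5′-ends in each group. The genes the study names as shared, chosen in part on these samples, had 4 of 5 called with SigI (adjusted p = 0.0251, all 5 when adjusted over the list alone) and 3 of 5 each with SCO4895, SigR, SigH and truncated SigH (adjusted p = 0.127, 0.27, 0.127 and 0.139). Adjusted over the list alone, SCO4895, SigR and truncated SigH had 4, SigH still 3, and truncated SCO2742 rose from 0 to 4. With SigI, F4171272, 56 nt ahead of SCO3793, was at least 18.4-fold higher, F1922713 ahead of SCO1793 rose by a log2 fold of 3.78 ± 0.63 and R4938208 ahead of SCO4515 had 41 reads against 3 (ratio 30.2, counting interval 9.62 to 152). Under TMM 1 member was called with SigR and none with the other forms.

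Under the study's own rule the numbers were 1752 TSSs for SigR, 1377 for SCO2742, 1214 for SigK, 1120 for SCO4895, 1072 for SigI, 1055 for truncated SCO2742, 1042 for truncated HrdB, 1006 for truncated SigH, 860 for SigH, 778 for SigF, 591 for SCO6239, 483 for SCO3626, 120 for SCO0864, 65 for SCO7099_dC, 58 for ShbA and 10 for full-length HrdB. With SigR 942 of the 1131 called TSSs met it, with truncated HrdB 396 of 441 and with SigK 829 of 1632.

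The next comparison asked what the terminal extensions of SCO2742, SigH and HrdB change. Truncated SCO2742 gave 4 TSSs higher and 0 lower than the full-length protein. The count was 11 higher under TMM, 14 with total ERCC reads and 18 with DESeq2, and 10 higher and 1 lower with a replicate block. R3799726 in SCO3437 had 1347 reads against 170 (log2 fold 2.62 ± 0.33, SE, n = 3, adjusted p = 3.68e-11) and F6438320 in SCO5881 187 against 10 (3.88 ± 0.60, adjusted p = 8.34e-07). F6117781, 13 nt ahead of SCO5619, had 110 reads against 9 (3.14 ± 0.64) and R2552847 in SCO2383 65 against 3 (ratio 16.1, counting interval 5.28 to 80.2), and both calls ended without any 1 of 5 libraries. For SigH, 1 TSS was higher with the truncated form, F3967231 in SCO3589, with 30 reads against 1, a call that ended without any 1 of 4 libraries, and 69 were lower. All 69 lay at *sigH* itself. At R5704611, for example, 599 reads with the full-length protein stood against 0, and at R5705091 505 against 0. Outside *sigH* no TSS was lower, while 551 windows in all differed at an unadjusted p under 0.05. The number lower was 66 under TMM and 47 with DESeq2.

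Truncated HrdB gave 15 TSSs higher and 0 lower than full-length HrdB. Those with the largest change, F6271219, R3689310, R1472493 and F4531896, were copies of 16S position 1229. Since the split among the copies is uncertain, only the sum is given, 14380 reads against 5. Full-length HrdB had the shallowest libraries, and the count rose to 164 under TMM and 316 with DESeq2. Leaving out full-length HrdB replicate 4 gave 7.

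Per spike-in factor, chromosomal 5′-ends were 8.18-fold more with SigK than without sigma factor, 7.21-fold with SCO0864, 7.17-fold with SCO6239, 4.93-fold with ShbA, 3.92-fold with truncated SigH and 3.91-fold with SigH. The remaining forms ranged from 3.16-fold with SCO2742 to 1.01-fold with SCO7099_dC, and full-length HrdB stood at 0.833-fold. In 14 comparisons each library of the form lay above each library without sigma factor, and the exact p of 0.1 is the smallest that 3 against 3 libraries allow. With total ERCC reads as the scale the values shrank to 2.26-fold for SigK, 1.61-fold for SCO0864 and 2.06-fold for SCO6239, and SigH was highest with 2.30-fold. Truncated SCO2742 (1.27-fold, exact p = 0.3) and truncated HrdB (1.23-fold, exact p = 0.2) then no longer lay wholly above the libraries without sigma factor. Full-length HrdB (exact p = 0.4 with the spike-in factor) then fell to 0.559-fold (exact p = 0.1). Truncated HrdB gave 2.44-fold the output of full-length HrdB and truncated SCO2742 0.676-fold that of its full-length form (exact p = 0.1 for each, and 0.3 for SCO2742 with total ERCC reads), while truncated SigH gave 1.00-fold.

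Called TSSs had a gene edge within 300 nt ahead more often than other tested windows with SigK (42.1% against 36.2%, Fisher's exact adjusted p = 6.8e-05) and SCO6239 (42.7% against 36.6%, adjusted p = 0.00454). They had one less often with SigH (31.6% against 37.4%, adjusted p = 0.00438) and SigF (30.1% against 37.3%, adjusted p = 0.00511). None of these passed at 100 nt. Among the calls kept under the 3 scalings the share was 25.6% of 86 with SigH, of which 69 lay at *sigH*, and 36.8% of 19 with SigF, so the difference with SigF was not seen there. SigK and SCO6239 kept too few calls (1 and 0) to tell. For the other 10 forms with calls the adjusted p ranged from 0.0583 to 1. The stretch from 5100000 to 5122999 held 13.0% of the tested windows. It held 459 of the 1632 calls with SigK and 274 of 742 with SCO6239, against 112 of 874 with SigH and 80 of 481 with SigF. The test does not adjust for such clusters of calls.

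Each sigma factor's own gene was read as a check of the labels. *sigH* held 14269 reverse-strand 5′-ends at 931 positions in the SigH libraries, 5810 ± 434 per 100,000 (SD, n = 3), 1045-fold over the libraries of other proteins. The forward strand was 1.22-fold. At R5705091, 20 nt beyond the annotated edge, 505 reads stood against 1, and 71 of the 874 calls with SigH, 69 of the 86 kept under the 3 scalings, lay within 100 nt of the gene. Truncated SigH gave 2.53-fold. On its forward strand *hrdB* was 53.3-fold higher with full-length HrdB (198 reads), *shbA* 46.9-fold with ShbA (80 reads) and, on the reverse strand, SCO3626 13.5-fold with its protein (559 reads). In these 4 cases and for SCO4895 (5.82-fold) all 3 libraries lay above each library of the other proteins. The other forms ranged from 0.947-fold for *sigR* to 4.13-fold for *sigF*. The smallest exact p was 0.1.

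**Figure D5:**
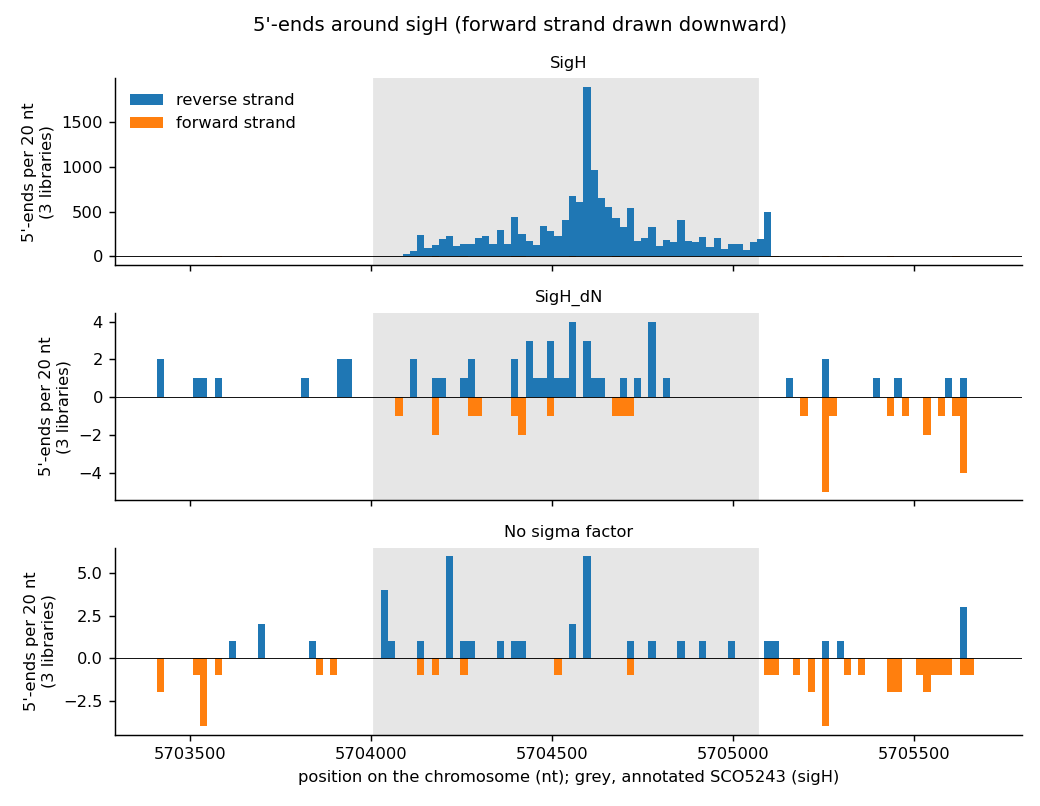
5′-ends per 20 nt around *sigH* (grey, annotated gene) on the reverse strand (upward) and forward strand (downward), summed over 3 libraries, with separate scales for SigH, truncated SigH and No sigma factor. With SigH the reverse-strand 5′-ends cover the gene and stop 20 nt beyond its edge.

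Without sigma factor the highest windows were R5117095 (604 reads, 475 ± 158 normalised reads), R5117111 (252 reads), F5122601 in SCO4697 (168 reads) and R5122365 in the same gene (143 reads).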

Values the study reported

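The study combined its RNA-sequencing arm with the 5′-ends to assign target genes. It reported 71 target genes for SigR, 40 for SigI, 15 for SCO4895, 3 each for SigF and SCO0864, and 2 each for ShbA, SCO6239 and SigK. For SigH it reported 27 target genes with the full-length protein and 33 with the truncated one. The corresponding numbers were 1 and 14 for HrdB and 1 and 7 for SCO2742. No target gene was assigned to SCO3626 or SCO7099_dC. In the RNA-sequencing arm the *hrdB* transcript rose 2.2 times with ShbA and the *trxB* transcript 2.7 times with SigR. From its 5′-ends the study placed a TSS of each of these 2 genes within 2 nt of the known one. It named *shbA* as the other target of ShbA. Among the target lists it gave for the proteins tested, SCO5085 stood only on that of SigI.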

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

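The tests of what lies behind the 5′-ends at *sigH* and the other proteins' own genes, of low depth and of the 16S position were chosen after the result was seen.

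Truncated and full-length forms were tested against each other, and each of these tests found TSSs that differ: 4 for SCO2742, 70 for SigH and 15 for HrdB. Of the 70 for SigH, 69 lay at the *sigH* gene, and the HrdB difference was largest at the 16S rRNA genes.

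With full-length SigH the *sigH* gene held 14269 reverse-strand 5′-ends, which stop 20 nt beyond the annotated edge, with 482 reads at that position and 0 in the next 30 nt. RNA or DNA of the expression construct carried along with the protein fits the edge, because the 1000 nt on either side of the gene stood at 0.83 times the rate in the other libraries. The 5′-ends spread over 931 positions, and the fullest 11 nt held 11.1% of them. This argues against a few start sites as the direct source of most of these 5′-ends. Start sites that SigH uses in its own gene stay open for a smaller part. Truncated SigH raised the gene only 2.53-fold against 1045-fold, but this does not decide, since the full-length form alone may use the gene, as the study reads it, and since the truncated construct would carry part of the gene too. The genes *hrdB*, *shbA* and SCO3626 were 53.3-fold, 46.9-fold and 13.5-fold higher with their own protein, while the 1000 nt on either side stood at 0.828, 0.907 and 0.787 times the other libraries. Truncated HrdB gave 0.864-fold on the same strand of *hrdB*. With the full-length proteins, the opposite strand was raised 3.03-fold at SCO3626, but stood at 1.22-fold at *sigH*, 0.279-fold at *hrdB* and 0.604-fold at *shbA*. Whether RNA or DNA of a construct was carried was not tested.

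The share of spike-in 5′-ends inside the transcripts, which the study's spike-in factor leaves out and only the sum of all ERCC reads counts, was higher in each library of 15 forms than in any No sigma factor library (mean 24.4%, highest 28.1%). SCO7099_dC had a mean of 28.2%, but not each of its libraries lay above. The other means were 85.1% with SCO0864, 80.1% with SigK, 79.6% with SCO6239, 74.4% with ShbA, 63.7% with SCO2742, 59.4% with SigF, 56.9% with SigI, 56.6% with SCO4895, 56.2% with SigH, 54.9% with truncated SigH, 54.5% with truncated SCO2742, 52.6% with truncated HrdB, 48.6% with SigR, 45.1% with HrdB and 43.1% with SCO3626. Low depth is argued against as the whole cause, since in 8 of the 9 forms with a higher mean depth than No sigma factor each library had a lower first-base share than any library without sigma factor. Among the 3 shallowest groups the share was 54.9% with HrdB, 25.6% with ShbA and 14.9% with SCO0864. Cleavage of RNA along its length in the reactions cannot be told apart from other sources. At least 88.4% of the 5′-ends inside the spike-ins lay beyond the first 20 nt in each form, but this was 86.1% ± 7.35 (SD, n = 3) without sigma factor too. No biological explanation was tested.

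With truncated HrdB, 63.4% of the sense 16S 5′-ends lay at position 1229. Ribosomal RNA of the expression host carried with the protein cannot be told apart from a start site, since the rest of the sense strand was 2.53 times that without sigma factor and host reads would map only where the sequences match. A start site that HrdB uses in either form also stays open. Full-length HrdB had 5 reads there, 1.01 times (counting interval 0.319 to 2.48) the reads per library of the other proteins, but 13.6 times (4.30 to 33.4) their rate per chromosomal 5′-end, its libraries being the shallowest. Of the 69 reads of the other proteins, 26 came from truncated SigH replicate 3, without which the ratio per library was 1.59 (0.491 to 4.00) and that of the rates 21.6 (6.67 to 54.4). Whether these 5 reads crossed over from the truncated HrdB libraries stays open.

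For the counts of TSSs, the 6 libraries of a comparison allow 10 splits into 3 and 3, too few for a share under 0.05. Fitted on those 6 libraries, the real split and the highest other split gave 76 and 0 for SCO0864, 429 and 0 for SCO2742, 304 and 0 for truncated SCO2742, 593 and 0 for SigI, 34 and 0 for SCO3626, 246 and 0 for SigF, 13 and 1 for ShbA, 443 and 0 for SCO4895, 758 and 0 for SigR, 522 and 0 for SigH, 473 and 0 for truncated SigH, 462 and 0 for truncated HrdB, 380 and 0 for SCO6239 and 972 and 0 for SigK. For HrdB and SCO7099_dC both were 0, so all 10 splits gave as many, while elsewhere only 1 did, the real one. Truncated against full-length forms gave 25 and 0 for SCO2742, 72 and 0 for SigH and 28 and 0 for HrdB.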

How the results depend on the processing

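The calls shared by the 3 scalings, the gene lists under other scalings and the counts without the gene of the protein added were chosen after seeing the data. The other alternatives were planned. Most counts of calls depend on the scale and moved when 1 library was left out. Part of the shift between the spike-in factor and total ERCC reads follows from how they are defined, since the factor counts first-base reads alone. First-base shares were lowest with SCO0864, SigK and SCO6239 (14.9%, 19.9% and 20.4%). Their output fell from 7.21-fold, 8.18-fold and 7.17-fold to 1.61-fold, 2.26-fold and 2.06-fold. With SCO7099_dC, which had the highest share of the forms (71.8%), it moved from 1.01-fold to 0.914-fold. The cause of the other shifts was not tested, except where fewer libraries, windows or reads bring them. Recovery was simulated for SigR alone, so low depth was not tested as the cause of the low counts with HrdB, ShbA and SCO0864. Motif and restriction site results were not run.

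With TMM factors the TSSs called against No sigma factor numbered 0 (SCO0864), 16 (SCO2742), 80 (truncated SCO2742), 66 (SigI), 4 (SCO3626), 19 (SigF), 0 (ShbA), 15 (SCO4895), 126 (SigR), 86 (SigH), 16 (truncated SigH), 167 (truncated HrdB), 0 (SCO6239) and 1 (SigK). With total ERCC reads they numbered 0 (SCO0864), 37 (SCO2742), 96 (truncated SCO2742), 229 (SigI), 17 (SCO3626), 90 (SigF), 1 (ShbA), 84 (SCO4895), 496 (SigR), 341 (SigH), 261 (truncated SigH), 162 (truncated HrdB), 6 (SCO6239) and 42 (SigK). With DESeq2 the counts were 0 (SCO0864), 28 (SCO2742), 88 (truncated SCO2742), 95 (SigI), 17 (SCO3626), 26 (SigF), 0 (ShbA), 56 (SCO4895), 105 (SigR), 77 (SigH), 33 (truncated SigH), 133 (truncated HrdB), 2 (SCO6239), 0 (SigK) and 1 (SCO7099_dC). Called under the 3 scalings alike were 0 (SCO0864), 16 (SCO2742), 80 (truncated SCO2742), 66 (SigI), 4 (SCO3626), 19 (SigF), 0 (ShbA), 15 (SCO4895), 126 (SigR), 86 (SigH), 16 (truncated SigH), 157 (truncated HrdB), 0 (SCO6239) and 1 (SigK). With at least 10 reads in 3 libraries the counts that moved were 55 (SCO0864), 490 (SigI), 185 (SCO3626), 565 (SigR), 539 (SigH), 495 (truncated SigH), 230 (SCO6239), 347 (SigK) and 1 (SCO7099_dC). With at least 1 read in 3 libraries they were 31 (SCO0864), 68 (SCO2742), 86 (truncated SCO2742), 225 (SigI), 15 (SCO3626), 124 (SigF), 9 (ShbA), 111 (SCO4895), 292 (SigR), 301 (SigH), 241 (truncated SigH), 136 (truncated HrdB), 183 (SCO6239) and 533 (SigK). A window of 10 nt on each side gave 205 (SCO0864), 2 (HrdB), 1161 (SCO6239) and 2614 (SigK). The peak position alone gave 32 (SCO0864), 143 (SCO2742), 196 (truncated SCO2742), 370 (SigI), 28 (SCO3626), 175 (SigF), 241 (SCO4895), 341 (SigR), 375 (SigH), 359 (truncated SigH), 270 (truncated HrdB), 112 (SCO6239), 228 (SigK) and 1 (SCO7099_dC). Fitting only the 6 libraries compared gave 76 (SCO0864), 34 (SCO3626), 246 (SigF), 13 (ShbA), 443 (SCO4895), 522 (SigH), 473 (truncated SigH), 380 (SCO6239) and 972 (SigK). An adjusted p limit of 0.05 and no fold limit gave 437 (SCO0864), 2389 (SCO2742), 1303 (truncated SCO2742), 1766 (SigI), 344 (SCO3626), 1426 (SigF), 231 (ShbA), 2198 (SCO4895), 2813 (SigR), 1841 (SigH), 2044 (truncated SigH), 1039 (truncated HrdB), 2167 (SCO6239) and 3447 (SigK). The study's rule gave 1377 (SCO2742), 1055 (truncated SCO2742), 483 (SCO3626), 778 (SigF), 58 (ShbA), 1120 (SCO4895), 1752 (SigR), 10 (HrdB), 1042 (truncated HrdB) and 65 (SCO7099_dC).

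Differences between truncated and full-length forms moved to 11 (truncated SCO2742) and 164 (truncated HrdB) with TMM factors, 14 (truncated SCO2742) with total ERCC reads, 18 (truncated SCO2742) and 316 (truncated HrdB) with DESeq2, 19 (truncated SCO2742) and 28 (truncated HrdB) with at least 10 reads in 3 libraries, 2 (truncated SCO2742) with at least 1 read, 36 (truncated SigH) with a window of 10 nt on each side, 15 (truncated SCO2742) and 34 (truncated SigH) with the peak position alone, 25 (truncated SCO2742) and 28 (truncated HrdB) with only the 6 libraries compared and 14 (truncated SCO2742) and 24 (truncated HrdB) with an adjusted p limit of 0.05. The study's rule with total chromosomal counts as the scale gave 30 (SCO0864), 228 (SCO2742), 324 (truncated SCO2742), 389 (SigI), 233 (SCO3626), 192 (SigF), 22 (ShbA), 353 (SCO4895), 455 (SigR), 275 (SigH), 254 (truncated SigH), 429 (truncated HrdB), 87 (SCO6239) and 130 (SigK), and with a window of 10 nt on each side 258 (SCO0864), 94 (ShbA), 1033 (SCO6239) and 2011 (SigK). With total ERCC reads the log2 output against No sigma factor became 0.69 (SCO0864), 0.60 (SCO2742), 0.34 (truncated SCO2742), 0.77 (SigI), 0.58 (SCO3626), 0.68 (SigF), 0.91 (ShbA), 0.68 (SCO4895), 0.94 (SigR), 1.20 (SigH), 1.16 (truncated SigH), -0.84 (HrdB), 0.30 (truncated HrdB), 1.05 (SCO6239) and 1.18 (SigK), and that of truncated against full-length SCO2742 -0.25.

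With 100 nt in place of 300 nt the difference in the share with a gene edge ahead turned to 0.331 points for SigF, and it no longer passed at -2.07 (SigH), 2.79 (SCO6239) and 1.26 (SigK). Among named TSSs the log2 fold turned to -0.21 at F5108764 with ShbA under DESeq2, -0.43 at R5117025 with ShbA under TMM factors, -0.73 at R5117025 with ShbA under DESeq2 and -0.018 at F4171210 with truncated HrdB under the peak position alone. Counts of named pairs of TSS and form that kept their call were 87 of 179 with DESeq2, 83 of 237 with TMM factors, 168 of 237 with at least 1 read in 3 libraries, 178 of 178 with at least 10 reads in 3 libraries, 1152 of 1422 with each library left out in turn, 199 of 237 with only the 6 libraries compared, 148 of 188 with the peak position alone, 153 of 237 with total ERCC reads and 197 of 214 with a window of 10 nt on each side.

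Replicate numbers were not taken to pair the libraries, since no comparison had each pair above a correlation of 0.1. Deviations of same-numbered libraries had a median correlation of 0.036 over 57 pairs, 6 of them above 0.1, and 34 of the 57 correlated best with their own number, where chance gives 19. The numbers do share something: replicate 2 was the shallowest library in 16 of 17 groups, and replicate 3 had the lowest output per spike-in factor in 12 of 16 forms. With the number as a block the counts against No sigma factor were 123 (SCO0864), 623 (SCO2742), 443 (truncated SCO2742), 762 (SigI), 85 (SCO3626), 499 (SigF), 19 (ShbA), 700 (SCO4895), 1151 (SigR), 865 (SigH), 869 (truncated SigH), 0 (HrdB), 463 (truncated HrdB), 733 (SCO6239), 1634 (SigK) and 0 (SCO7099_dC), and those of truncated against full-length forms 11 (truncated SCO2742), 70 (truncated SigH) and 17 (truncated HrdB). The block kept 232 of 237 named pairs of TSS and form.

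Leaving out each library in turn gave ranges of 52 to 71 (SCO0864), 92 to 402 (SCO2742), 103 to 324 (truncated SCO2742), 296 to 611 (SigI), 14 to 78 (SCO3626), 150 to 358 (SigF), 7 to 23 (ShbA), 160 to 556 (SCO4895), 370 to 1092 (SigR), 399 to 821 (SigH), 357 to 678 (truncated SigH), 0 to 0 (HrdB), 154 to 371 (truncated HrdB), 165 to 609 (SCO6239), 674 to 1323 (SigK) and 0 to 0 (SCO7099_dC) for TSSs against No sigma factor and 2 to 4 (truncated SCO2742), 63 to 68 (truncated SigH) and 7 to 16 (truncated HrdB) for truncated against full-length forms. The ranges of the log2 output were 2.74 to 2.98 (SCO0864), 1.55 to 1.79 (SCO2742), 0.99 to 1.22 (truncated SCO2742), 1.42 to 1.68 (SigI), 0.83 to 1.15 (SCO3626), 1.51 to 1.76 (SigF), 2.19 to 2.43 (ShbA), 1.43 to 1.67 (SCO4895), 1.36 to 1.76 (SigR), 1.86 to 2.095 (SigH), 1.83 to 2.15 (truncated SigH), -0.37 to -0.12 (HrdB), 0.92 to 1.15 (truncated HrdB), 2.70 to 3.03 (SCO6239), 2.86 to 3.21 (SigK) and -0.17 to 0.15 (SCO7099_dC) against No sigma factor and -0.67 to -0.44 (truncated SCO2742), -0.14 to 0.19 (truncated SigH) and 1.14 to 1.37 (truncated HrdB) against the full-length form.

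Without No sigma factor replicate 2 the counts that moved were 71 (SCO0864), 252 (SCO2742), 207 (truncated SCO2742), 499 (SigI), 30 (SCO3626), 289 (SigF), 354 (SCO4895), 707 (SigR) and 273 (truncated HrdB). Without No sigma factor replicate 3 the counts that moved were 67 (SCO0864), 183 (SCO2742), 156 (truncated SCO2742), 370 (SigI), 25 (SCO3626), 218 (SigF), 258 (SCO4895), 577 (SigR), 543 (SigH), 482 (truncated SigH), 215 (truncated HrdB) and 447 (SCO6239). Without No sigma factor replicate 4 the counts that moved were 64 (SCO0864), 92 (SCO2742), 103 (truncated SCO2742), 296 (SigI), 14 (SCO3626), 150 (SigF), 160 (SCO4895), 370 (SigR), 411 (SigH), 357 (truncated SigH), 154 (truncated HrdB), 273 (SCO6239) and 674 (SigK). Counts that moved without a library of the form itself were 52 without SCO0864 replicate 2, 61 without SCO0864 replicate 3, 53 without SCO0864 replicate 4, 333 without SCO2742 replicate 3, 256 without SCO2742 replicate 4, 209 without truncated SCO2742 replicate 4, 368 without SigI replicate 4, 45 without SCO3626 replicate 2, 22 without SCO3626 replicate 4, 226 without SigF replicate 4, 11 without ShbA replicate 2, 7 without ShbA replicate 3, 10 without ShbA replicate 4, 293 without SCO4895 replicate 4, 589 without SigR replicate 4, 536 without SigH replicate 3, 399 without SigH replicate 4, 431 without truncated SigH replicate 4, 267 without truncated HrdB replicate 4, 165 without SCO6239 replicate 4 and 740 without SigK replicate 4. For truncated against full-length forms they were 2 without truncated SCO2742 replicate 3, 2 without truncated SCO2742 replicate 4, 2 without full-length SCO2742 replicate 2, 2 without full-length SCO2742 replicate 3, 2 without full-length SCO2742 replicate 4 and 7 without full-length HrdB replicate 4.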

Other observations

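The 16S positions, the tests of the 23-kb stretch and of the distance between strands, and the calls shared by the 3 scalings were chosen after the result was seen.

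SigH, SigI and SigF had a start region on the antisense strand of the 16S rRNA genes. SigF placed 36.8% of its antisense 16S 5′-ends at position 756, while the most frequent position with SigH and truncated SigH was 754, with 45.9 ± 13.9 and 81.4 ± 16.7 per 100,000 chromosomal 5′-ends (SD, n = 3), and SigI had 14.1 ± 7.64 there. Without sigma factor no read was found at 754, nor with SigK, another SigB-like sigma factor, which had 0.585 ± 0.592 at 756 against 0.889 ± 0.770 without sigma factor.

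Ahead of SCO5085 (*actII*-ORF4) 5′-ends were raised at the same 2 positions, F5527986 and F5527959, with SigI, SigF, SCO2742 in both forms and truncated HrdB under each of the 3 scalings. Both were also called with SigH in both forms, F5527986 with SCO4895 and F5527959 with SCO6239, none of these under TMM.

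A stretch of 23 kb at 5100000 to 5122999, from SCO4670 to SCO4697, held 3.78% of all 5′-ends and 1604 of the tested windows. Its density over the genome mean was 14.7 ± 0.381 (SD, n = 3) without sigma factor and 12.8 to 15.5 over the groups. More copies of this region in the template would raise it alike in each group, and the highest group mean was 1.21 times the lowest, which is consistent with that. The windows highest without sigma factor lay there. So did 63 of the 130 calls with SCO0864, 10 of 21 with ShbA, 274 of 742 with SCO6239, 459 of 1632 with SigK, 20 of 76 with SCO3626, 146 of 575 with SCO2742, 129 of 683 with SCO4895, 80 of 481 with SigF, 129 of 854 with truncated SigH and 107 of 762 with SigI, against 13.0% of the tested windows. The share was below that with truncated HrdB (46 of 441), SigR (129 of 1131), truncated SCO2742 (49 of 388) and SigH (112 of 874).

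A small part of the called TSSs on opposite strands stood a fixed distance apart. The most frequent distance was -7 nt with SigI (13 pairs), SigH (6) and truncated SigH (8), -9 nt with SigR (8), -10 nt with SCO4895 (5) and 7 nt with SigK (15), each above the count at any distance from 41 to 200 nt in the same form. Of 10 forms tested these 6 passed, while SCO2742, SigF, truncated HrdB and SCO6239 did not. Ends of template fragments would give the same distance with each form, and 4 distinct distances argue against them as the only source.

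Position 1229 of the 16S genes had 26 reads in truncated SigH replicate 3 and 0 in replicates 2 and 4.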
